A study of Homo sapiens with 6 samples. Its data were reported in "mRNA and miRNA expression profiles in an ectoderm-biased substate of human pluripotent stem cells" (2019).

How the data were processed

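The files hold 6 single-colour microarrays of human mature miRNAs, hybridised with Cy3-labelled total RNA of H9 cells. H9 is an established human embryonic stem cell line. The cells had been grown on Matrigel, a basement membrane extract, and were separated into substate 1 (strong R-10G epitope, a pluripotency marker on the cell surface, and no vimentin) and substate 2 (weaker R-10G epitope and vimentin present). Each substate was measured in experiments 1, 2 and 3, with 1 array per substate and experiment, and the grouping and the experiment number were taken from the sample titles. Substate 1 cells were at passages 41, 46 and 50 and substate 2 cells at passages 52, 61 and 65, so that every substate 2 array came from a later passage than every substate 1 array.

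The deposited scanner files hold spot intensities on a linear scale that Feature Extraction, the scanner software of the array maker, had corrected for background and summed to 1 total signal per miRNA. Per the file headers, experiment 1 was scanned on slide 1 and experiments 2 and 3 on slide 2, and the software version differed between the slides. Each array carries 2549 human miRNAs, with 20 spots for each miRNA. A miRNA that the software did not call detected has the placeholder 0.1 in place of a signal. The authors also deposited a table of log2 values of the same arrays. Comparison with the scanner files showed that each value of that table is the log2 of the total signal, with detected signals below 1 raised to 1, minus 1 constant per array. The constants lay between 8.07 and 10.12 and were similar in size to the log2 99th percentile of each array with its control probes, but not equal to it, and the undetected miRNAs kept the placeholder, which therefore has a different value on each array of the table. The methods of the study describe signals under 1 set to 1, scaling of each array to the 99th percentile, a minimum of 2-fold and a paired test with a q-value. No column of the deposited table was left unused.

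The total signal of each array was multiplied by 1 factor, so that the 99th percentile over all miRNAs was the same on all arrays, then raised to a floor of 1 and converted to log2. Changes are substate 2 minus substate 1 on this scale. A change that involves the floor can differ from the true change, because a value at the floor is only an upper limit. Where a miRNA was detected on no array of a substate and lay above the floor on every array of the other, its fold is given as "at least", from the mean of the brighter substate against the lowest signal of a detected miRNA on each array of the other, or the floor where that was higher. The 426 miRNAs detected on all 3 arrays of at least 1 substate were tested, of which 308 were detected on all 6 arrays. The test was limma 3.58.1 (lmFit and eBayes, R 4.3.3) with the experiment number as a block, since the methods of the study used a paired test. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold.

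Lists of miRNAs were matched by name. They were the chromosome 19 miRNA cluster (C19MC), miR-371 to miR-373, miR-302 with miR-367, the miR-17 and miR-92 clusters with their paralogues, the miR-200 family, the let-7 family, the 14q32 cluster, the 12 neuron-related miRNAs that the study names, and a list of neural miRNAs that was not taken from the study. The study chose its 12 miRNAs partly on these arrays. Each list was tested with camera (preset correlation between miRNAs of 0.01, two-sided) over its tested members, adjusted over the 9 lists, with fry and with camera at an estimated correlation as alternatives. In the gene table of the assembly GRCh38.p14, 33 of the 34 C19MC names matched genes, all on chromosome 19. Those genes neighbour each other within 1 stretch that holds 45 miRNA genes and 7 other genes. The array files name no genome build, so no coordinates are given. Closely related miRNAs, such as members of the miR-517, miR-519 and miR-520 groups, differ by few bases, and their probes could share signal.

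The number of detected miRNAs and the log2 99th percentile per array were compared with an exact permutation test, two-sided, which cannot give a p below 0.10 for 3 arrays against 3. The number of arrays limits the precision of all values. The limma step was tested on simulated data for this comparison, with 426 miRNAs of which 80 were changed. At the spread fitted to all 6 arrays, 2.44% of changes of 1.5 on the log2 scale and 85.1% of changes of 3 were recovered. At the spread fitted to experiments 2 and 3, but still with 3 pairs, 96.0% of changes of 1.5 were recovered. The fit without experiment 1 has fewer pairs, so its recovery was not simulated. With 0 changed miRNAs, 0 false calls were made on average over 20 simulations.

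The alternatives were another order of floor and scaling, scaling to the 75th or the 99th percentile of the miRNAs detected on all arrays, quantile normalization, normexp background correction with an offset of 50 on the median spot signals, means of processed spot signals, no filter or a stricter filter, a floor at the lowest detected signal, log2 of the signal plus 16, no block, the slide as block, a variance trend with robust fitting, the methods' t-test, the values of the deposited table, and leaving out each experiment. These alternatives, the lists and the tests of the groups were fixed before the data were examined. Scaling to the labelling spike-ins (RNAs of known amount added before labelling), the t-test on the main values without the filter, and the fits to the deposited table without the filter or over miRNAs detected on at least 1 array were chosen after the data were seen. A correction for GC content was planned and not run, because no probe sequences were used here. The miRNAs named in the text were fixed by a rule: the 8 largest rises and the 8 largest falls among calls that held in all 3 pairs on detected signals, the 3 largest in each direction among calls seen in 1 substate only, all 12 neuron-related miRNAs, the tested members of the miR-200 family, and the member of each other list with the highest signal. With 0 calls, only the list-based part of the rule applied, and every other miRNA is said to have been chosen after its values were seen. Control spots and spots marked as outliers were left out of the alternatives built from spots, and no spot was saturated on any array (0 saturated spots).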

Results

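The miRNA content of H9 cells was measured in substate 1 and substate 2, with 3 arrays per substate and 1 pair of arrays in each of 3 experiments. Of the 2549 miRNAs on the array, 18.2%, 21.6% and 18.9% were detected in substate 1 of experiments 1, 2 and 3, and 18.5%, 14.91% and 14.87% in substate 2. The mean was 19.6% ± 1.8 in substate 1 and 16.1% ± 2.1 in substate 2 (SD, n = 3 each). The difference was -88.7 miRNAs (exact permutation test, two-sided, p = 0.20, where the smallest possible p is 0.10). Within experiment 1, which was on slide 1, substate 2 had slightly more detected miRNAs than substate 1, while on slide 2 it had fewer in both experiments. The 99th percentile of the total signal was 174, 687 and 398 in substate 1 and 161, 331 and 359 in substate 2. On the log2 scale the mean was 8.50 ± 1.00 in substate 1 and 8.06 ± 0.64 in substate 2 (SD, n = 3 each), a difference smaller than either SD (exact permutation test, two-sided, p = 0.40). The median background lay between 18 and 24.5 on all arrays, so the arrays of slide 1 had less signal over a similar background.

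Arrays of the same substate were compared before they were averaged. Across the 426 tested miRNAs, which are not independent replicates, the Pearson correlation between substate 1 arrays lay between 0.931 and 0.971. The substate 2 arrays of experiments 2 and 3 correlated at 0.997, and each of them correlated with the substate 2 array of experiment 1 at 0.854 and 0.842. The latter array was closer to the substate 1 array of its own experiment, at 0.971. Between the substate 2 arrays of experiments 2 and 3, the SD of the log2 difference was 0.22 over the 308 miRNAs detected on all arrays, and 16.2% of these miRNAs differed by more than 3 standard errors of their spots. The labels give them as separate samples at passages 61 and 65, and they were counted as 2. The values do not show whether they were independent cultures, and n = 3 for substate 2 and the calls made without experiment 1 rest on that.

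The first comparison asked which miRNAs differed between the substates. With limma and the experiment as a block, 0 miRNAs were higher and 0 were lower in substate 2 at an adjusted p under 0.05 and at least 2-fold, and the smallest adjusted p was 0.127. At an unadjusted p under 0.05, 152 of the 426 miRNAs passed, of which 20 were higher and 82 lower by at least 2-fold. By size alone, 20 miRNAs were higher and 163 were lower by 2-fold or more. The methods' t-test on the same values, at their q threshold with the q of Storey, called 20 higher and 163 lower, and after Benjamini-Hochberg adjustment it called 0 and 0. Over all 2549 miRNAs, a choice made after the data were seen, Storey's q also called 0 and 0. The estimated unchanged share was bound to be 1 there, because 1976 of them had no change in any pair. Storey's q then equals the Benjamini-Hochberg value, so this count is not a separate check. Among the settings fixed beforehand, leaving out experiment 1 moved the count of falls in limma most, to 188 lower and 21 higher, while leaving out experiment 2 or experiment 3 gave 0 calls in either direction. Scaling to the 75th percentile of the miRNAs detected on all arrays gave 70 higher and 101 lower, so that 59.1% of its calls were lower, against 90.0% without experiment 1. The median log2 change of the tested miRNAs was -0.44 and moved by 0.40 under the 75th percentile, by 0.37 under quantile normalization and by -0.35 under the labelling spike-ins. The experiments also lay on different slides. With the slide as block in place of the experiment, limma called 17 higher and 15 lower.

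The 3 pairs did not change alike. The SD of the change across the 308 miRNAs detected on all arrays was 0.59 in experiment 1, 1.63 in experiment 2 and 1.31 in experiment 3. In all, 166 miRNAs were lower in substate 2 by at least 2-fold in both experiment 2 and experiment 3. Their median log2 change was -2.39 over those experiments and -0.14 in experiment 1, where 9 of them fell by 2-fold. Conversely, 13 miRNAs were higher by at least 2-fold in experiments 2 and 3, with a median of 1.44, and in experiment 1 their median was 1.36 and 11 of them rose by 2-fold. Both sets were formed after the values were seen. An example of the first, chosen after its values were seen, was miR-1181, whose log2 change was -0.29, -4.19 and -3.62 in experiments 1, 2 and 3.

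**Figure D1:**
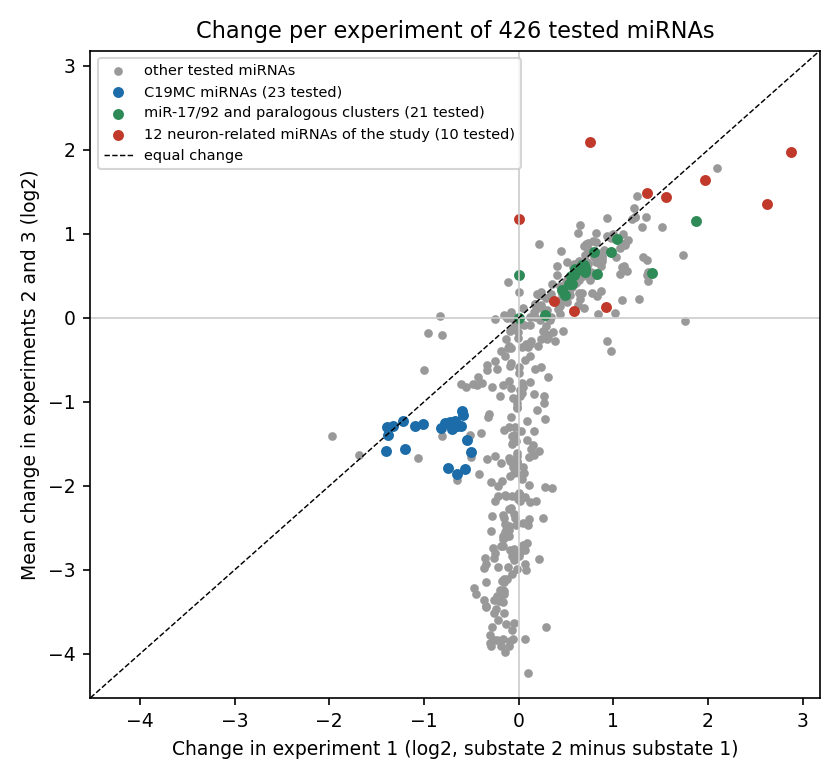
Each point is 1 of the 426 tested miRNAs, with its log2 change (substate 2 minus substate 1) in experiment 1 on the horizontal axis and its mean log2 change in experiments 2 and 3 on the vertical axis; colours mark 3 lists and the dashed line marks equal change. Rises lie near the dashed line and the C19MC falls lie left of 0 in experiment 1 as well, while many other miRNAs form a vertical band near 0 in experiment 1, in which the 166 miRNAs lower in experiments 2 and 3 had a median of -0.14.

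The next comparison asked about C19MC, a primate miRNA cluster that is active in pluripotent cells and placenta. Of its 48 mature miRNAs on the array, 23 were tested, and all 23 were lower in substate 2 in each of the 3 experiments. Their mean log2 change was -1.21 and their median -1.18, and the means by experiment were -0.86, -1.09 and -1.67. The camera test gave an adjusted p of 5.4e-07 over the 9 lists. With fry the adjusted p was 0.070 and with the correlation estimated by camera it was 0.60, so the call held under neither. After normexp background correction the mean was -0.13 and the adjusted p of camera 0.45, and over all alternatives the adjusted p ran from 5.9e-21 to 0.60. In limma, 0 members had an adjusted p under 0.05 over all tested miRNAs, and adjusted over the list alone 23 did, with no fold minimum in these counts or in those of the lists below. The study also counted C19MC among the lower miRNAs of these samples, so the list was not chosen blind to them. The change was negative under every scaling tried, with -0.69 at the 75th percentile, -0.55 under quantile normalization and -1.55 with the labelling spike-ins, and it stayed below the median of the tested miRNAs in each. The member with the highest signal, miR-517a-3p, had a log2 signal of 5.55 ± 0.53 in substate 1 and 4.43 ± 0.06 in substate 2 (SD, n = 3 each), and its log2 change was -1.11 with a standard error of 0.30 (limma, adjusted p = 0.127).

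Among the other miRNAs of pluripotent cells, the miR-302 and miR-367 list changed little. Its 8 tested members had a mean log2 change of -0.26 (camera, adjusted p = 0.41), which became 0.25 at the 75th percentile, and the mean lay above the median of all tested miRNAs in the main values. That depended on the comparison. Under quantile normalization the list mean was -0.19 and the median -0.07. By experiment the list means were -0.13, -0.19 and -0.45, below the medians of tested miRNAs with a name number of 1000 or below (0.47, 0.45 and 0.09). miR-367-3p, its brightest member, had a log2 signal of 11.38 ± 0.14 in substate 1 and 11.16 ± 0.17 in substate 2 (SD, n = 3 each). The 3 tested members of miR-371 to miR-373 had a mean of -1.81 (camera, adjusted p = 0.14), but the experiments differed, with -0.31, -2.67 and -2.44. miR-371a-5p in particular changed by -0.16, -3.31 and -3.26. Adjusted over the list alone, 3 of 3 members passed, against 0 over all miRNAs. The miR-17 and miR-92 clusters with their paralogues had 21 tested members and a mean log2 change of 0.59 (camera, adjusted p = 1.1e-06). Of these, 19 were higher in all 3 experiments, and none was lower in any (0 of 21). The adjusted p was 0.070 with fry and 0.60 with an estimated correlation, the largest over all alternatives, and 0 members passed over the list alone. Camera compares a list with the other tested miRNAs, and the mean change of all tested miRNAs was -0.52. The list means by experiment were 0.68, 0.70 and 0.37. For tested miRNAs with a name number of 1000 or below, the medians were 0.47, 0.45 and 0.09. Much of the rise was therefore not particular to this list, and its call depends on the falls of other miRNAs. miR-19b-3p, the brightest, rose from 9.97 ± 0.14 to 10.55 ± 0.11 (log2, SD, n = 3 each).

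The miR-200 family, which is tied to the epithelial state, was of interest because substate 2 carries vimentin, a mesenchymal marker. Its 2 tested members were lower in substate 2 in all 3 experiments, with a mean log2 change of -1.16 (camera, adjusted p = 0.14; fry, adjusted p = 0.017). Adjusted over the list alone, 2 of 2 members passed, and over all miRNAs 0 did. miR-200b-3p changed by -1.60 with a standard error of 0.27, and miR-200c-3p by -0.72 with a standard error of 0.22 (limma, adjusted p = 0.127 for both). Both were dim and were detected on 2 of 3 substate 2 arrays, and the mean was 0.12 after normexp and -0.10 after quantile normalization. The adjusted p ran from 0.017 to 0.91 over all alternatives.

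The 12 neuron-related miRNAs asked whether substate 2 cells carried more of the miRNAs that the study linked to neurons. Of these, 10 were tested, and their mean log2 change was 1.21 and their median 1.46, with 1.30, 1.30 and 1.02 in experiments 1, 2 and 3. The adjusted p was 2.0e-05 with camera, 0.035 with fry and 0.60 with an estimated correlation, and over all alternatives it ran from 4.5e-18 to 0.60. None was lower in substate 2 in any experiment (0 of 10), and 7 were higher in all 3. The study chose the list partly on these arrays. The list tests, the counts of direction and the count adjusted over the list alone are therefore not independent evidence. Adjusted over the list alone, 6 miRNAs passed in limma, against 0 over all miRNAs. These 6 were miR-421, miR-592, miR-125b-5p, miR-324-5p, miR-135b-5p and miR-218-5p. All 6 were called over all miRNAs with the slide as block (adjusted p from 0.030 to 0.049), at the 75th percentile and without experiment 1. The log2 signal of miR-135b-5p, the brightest, was 5.61 ± 0.11 in substate 1 and 7.06 ± 0.16 in substate 2 (SD, n = 3 each), a change of 1.44 with a standard error of 0.21. On the floored scale the largest change was that of miR-125b-5p, from 1.13 ± 0.61 to 3.40 ± 0.11 (log2, SD, n = 3 each), or 2.27 with a standard error of 0.34. miR-421 changed by 1.76, miR-218-5p by 1.78 and miR-324-5p by 1.48. miR-592 was detected on 0 of 3 arrays of substate 1 and on 3 of 3 of substate 2, and was at least 3.14-fold higher in substate 2. Its true change has no upper limit here and may exceed that of miR-125b-5p. miR-105-5p changed by 0.78, but by 0.00 in experiment 1, where it was at the floor. The remaining members lay near the floor. miR-130b-5p changed by 0.26, miR-181b-5p changed by 0.40 on the floored scale and miR-1306-5p was at least 1.19-fold higher. miR-181a-5p and miR-338-3p were detected on 1 and 2 arrays of substate 2 and were not tested.

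**Figure D2:**
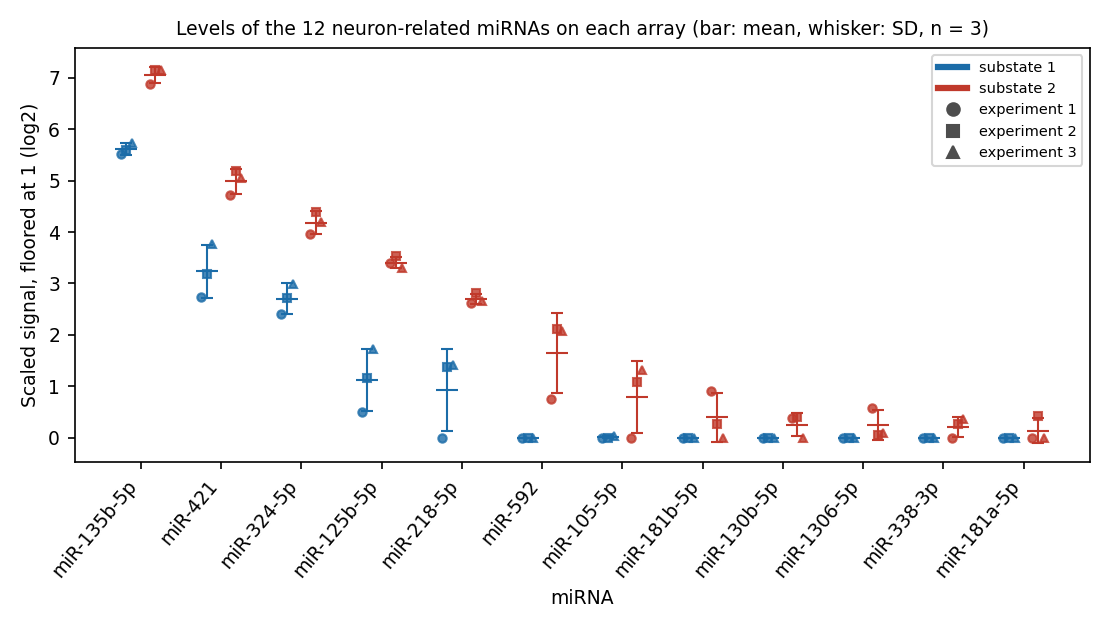
The vertical axis is the log2 signal, scaled and floored at 1, of the 12 neuron-related miRNAs on each of the 6 arrays; symbols mark the experiment, horizontal bars the mean and whiskers the SD of 3 arrays. The 6 miRNAs on the left have every substate 2 array above every substate 1 array, which chance gives for 10% of miRNAs in either direction, led by miR-135b-5p at 7.06 against 5.61, while the miRNAs on the right lie near the floor, shown as 0.

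Neural miRNAs that were not taken from the study did not move together. Of these, 4 were tested, with a mean log2 change of -0.12 and a median of 0.04 (camera, adjusted p = 0.64), so that the mean and the median differed in sign. Their brightest member, miR-124-3p, rose by 0.58 with a standard error of 0.22 (limma, adjusted p = 0.127). The let-7 family had 2 tested members with a mean of 0.45 (camera, adjusted p = 0.26), which rose in experiments 1 and 2 and fell in experiment 3. Its brightest member, let-7a-5p, changed by 0.42 with a standard error of 0.30. The 5 tested miRNAs of the 14q32 cluster had a mean of -1.71 (camera, adjusted p = 0.13), made up of -0.15, -2.75 and -2.23 in the 3 experiments, and without experiment 1 the adjusted p was 0.044, within a range from 0.030 to 0.82 over all alternatives. miR-494-3p, the brightest, changed by -0.88 with a standard error of 0.37. Adjusted over the list alone, 0 members of these lists passed, as over all miRNAs.

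**Figure D3:**
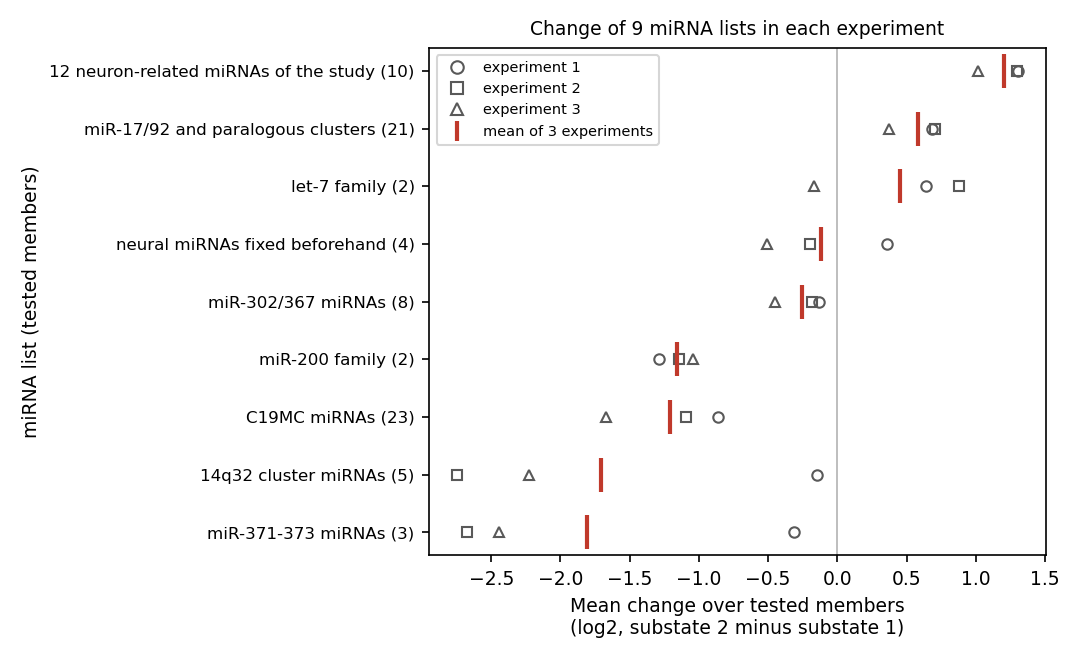
The horizontal axis is the mean log2 change (substate 2 minus substate 1) over the tested members of each of 9 miRNA lists; open symbols are the 3 experiments and the vertical bar is their mean. The 12 neuron-related miRNAs and C19MC lie on 1 side of 0 in all experiments, with means of 1.21 and -1.21, while the 14q32 cluster and miR-371 to miR-373 lie near 0 in experiment 1 only.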

Values the study reported

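For the cells, the study counted 43 miRNAs as higher and 301 as lower in substate 2 than in substate 1, at a minimum of 2-fold. Among the miRNAs changed in both the cells and their exosomes, it listed 20 as higher and 48 as lower. It placed 24 of those 48 in C19MC, and it related 12 of the 20 to neurons.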

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

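The tests on control probes in this part were chosen only after the result was seen. Groups of 3 arrays were too small for a test of single outlying arrays.

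A signal was found in spots that no comparison above uses. Besides the spike-ins and the negative controls, the array carries 9 names of positive control probes, and 7 of them exceeded the mean of the negative controls by more than 3 SD on all 6 arrays. Before scaling, the median control probe was lower in substate 2 in every experiment, by log2 changes of -0.13, -0.47 and -0.79 in experiments 1, 2 and 3. The labelling spike-ins changed by 0.16, -0.38 and 0.00 on the same arrays. The hybridisation spike-ins, a separate set, were lower in substate 2 in every experiment, by -0.21, -0.41 and -0.34. Against these, the control probes fell clearly further in experiment 3 only. One factor per array, such as the signal level, could therefore account for much of the fall of the control probes in experiments 1 and 2. The smaller of the falls beyond the labelling spike-ins in experiments 2 and 3 was -0.091, which does not decide for or against such a factor. After scaling, the median control probe changed by -0.02, 0.58 and -0.64. All 7 were higher in substate 2 of experiment 2, and all 7 were lower in substate 2 of experiment 3. The value of 0.58 in experiment 2 argues against the control probes sharing the fall of the miRNAs described among the other observations, since those miRNAs were lower in experiment 2 too. In experiment 3 the control probes fell as those miRNAs did, so the argument rests on experiment 2 alone. What RNA these control probes bind is not stated, so no biological explanation was tested.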

How the results depend on the processing

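The spike-in scaling, the t-test on the main values without the filter and the settings on the deposited table without the filter or with a filter of detection on 1 array were chosen only after the data were seen. The counts of called miRNAs depended on the processing. Both were 0 in limma, and 18 of 27 alternatives also gave 0 higher and 0 lower, among them quantile normalization, no filter and detection on all 6 arrays. The 75th percentile gave 70 higher and 101 lower, normexp 4 and 25, the slide as block with no replicate block 17 and 15, and the deposited table without the filter 19 and 227. The methods' t-test with Storey's q gave 20 and 163 on the main values, 0 and 0 on the main values without the filter, 43 and 301 on the deposited table and 38 and 297 on the deposited table over miRNAs detected on at least 1 array. With Benjamini-Hochberg each of these 4 gave 0. Without the filter on the main values, Storey's q could only repeat Benjamini-Hochberg, because 1976 miRNAs had no change in any pair. Leaving out 1 experiment gave 0 to 21 higher and 0 to 188 lower, with all calls made without experiment 1. All 101 miRNAs lower under the 75th percentile were among those 188. On the deposited table without the filter, limma used 1 variance for all 2549 miRNAs, of which 1935 held only the placeholder. The 19 and 227 calls rest on that shared variance. With the filter, the same table gave 0 and 0. The cause of the differences between the other settings was not tested.

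The experiment numbers did not clearly pair the arrays. Deviations from the substate means correlated within pairs at 0.61, -0.17 and 0.80 across miRNAs. With no replicate block limma called 1 miRNA higher and 1 lower, and no list changed its call without the block.

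The 12 neuron-related miRNAs, C19MC and the miR-17 and miR-92 clusters kept their direction under all 20 alternatives and their call under 19, 17 and 18. Part of this was set in advance. No block, the slide as block, the variance trend, fry and the estimated correlation leave the list means as they were, so no direction could turn. The variance trend could not change the p of camera either. With an estimated correlation in camera, which leaves their means of 1.21, -1.21 and 0.59 as they were, none of the 3 was called, and with fry neither C19MC nor the miR-17 and miR-92 clusters were, while the miR-200 family at -1.16 was. Normexp, whose offset compresses dim signals, took C19MC to -0.13 with no call and turned the miR-200 family to 0.12. Calls were gained without the filter for miR-371 to miR-373 at -0.84, miR-302 with miR-367 at -0.21 and the miR-200 family at -0.32, and for the 14q32 cluster at the 75th percentile at -1.51. Without 1 experiment the 14q32 cluster ranged from -2.49 to -1.19, with a call without experiment 1. The 75th percentile turned the mean of miR-302 with miR-367 to 0.25. The neural list not taken from the study, at -0.12, turned to 0.39 at the 75th percentile, 0.60 under quantile normalization, 0.29 under normexp, 0.084 with processed spot signals and 0.091 with log2(signal + 16), and ranged from -0.35 to 0.080 without 1 experiment. The cause of these turns was not tested. The let-7 family kept its direction and stayed uncalled in all 20.

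Of 334 values of the 19 tested named miRNAs under alternatives, 330 kept their direction, and 27 passed the adjusted p and the fold minimum over all miRNAs, which none did in the main values. The block settings, the variance trend and the other filters on the main values leave each change as it was, so no direction could turn there. The exceptions were miR-367-3p at 0.29 (75th percentile), miR-200c-3p at 0.40 (quantile) and 0.19 (normexp), and miR-200b-3p at 0.042 (normexp). The differences in detected miRNAs and in the log2 99th percentile stayed negative without 1 experiment, from -136.5 to -48 and from -0.60 to -0.13, and paired exact sign-flip tests gave p = 0.50 and 0.25, where 0.25 is the smallest they can give. The planned GC correction was not run, since no probe sequences were used here. Dim miRNAs limit all of this: 191 of the 301 miRNAs lower by 2-fold in the deposited table were undetected on 1 or more arrays.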

Other observations

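The tests of explanations in this part were chosen only after the result was seen, as were the fits to the deposited table without the filter, the t-test on the main values without the filter and the split count for the methods' t-test on the deposited table. The other split counts, the limma fits and the methods' t-test on the main values of the tested miRNAs were fixed beforehand.

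The number of miRNAs called higher in limma was 0 and the number called lower was 0. Both are lower than the values quoted from the study above.

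The most unusual feature of these arrays is a fall that 2 of the 3 experiments show and 1 lacks. The 166 miRNAs lower by at least 2-fold in experiments 2 and 3 had median log2 signals of 3.57, 3.59 and 3.17 on the substate 1 arrays, and of 3.46, 0.97 and 0.65 on the substate 2 arrays of experiments 1, 2 and 3. The substate 2 array of experiment 1 thus held them at the level of substate 1. Changes seen in experiment 1 did recur: of the 23 miRNAs that rose by 2-fold in experiments 1 and 2, all 23 rose in experiment 3, 11 of them by 2-fold, and all 9 that fell by 2-fold in experiments 1 and 2 fell by 2-fold in experiment 3. The changes of the 426 miRNAs correlated at 0.95 between experiments 2 and 3, and at 0.62 and 0.65 between experiment 1 and each of these (Pearson, across miRNAs, which are not independent). The substate 2 arrays of experiments 2 and 3 were also the most alike of any arrays of 1 substate, with an SD of the difference of 0.22 against 0.53 to 1.46 for the others. The small spread between 2 such arrays may be part of why 188 falls were called without experiment 1.

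Several technical explanations were tested. One factor per array moves all miRNAs alike and leaves the SD of the change as it is, but the SD in experiments 2 and 3 was at least 2.21 times that in experiment 1. Weaker labelling is argued against by the labelling spike-ins, whose largest fall in experiments 2 and 3 was -0.38, against unscaled falls of -3.70 and -2.38 in the 166 miRNAs. Differences compressed on slide 1 would shrink the rises too, but the 12 neuron-related miRNAs, a list chosen partly on these arrays, rose by 1.30 in experiment 1. A mislabelled substate 2 array, or one mixed with substate 1 RNA, would do the same, but the 13 miRNAs higher in experiments 2 and 3 rose by a median of 1.36 in experiment 1. Other explanations stay open. The labelling spike-ins were flagged as out of range on both arrays of slide 1 and as in range on the arrays of slide 2. Slide 1 holds 1 experiment only, so the slide and the Feature Extraction version cannot be told apart from the experiment. Passage number cannot be told apart from it either, since the substate 2 cells of experiment 1 were 9 passages earlier than the next. RNA quality, GC content of the probes and a true difference between cultures of substate 2 were not tested. A candidate explanation is that the change in the substate 2 arrays has a shared part and a further part. The shared part was seen in all 3 experiments as the neuron-related rises and the C19MC falls. These data assign neither part to substate, passage or handling. Every substate 2 array came from a later passage than every substate 1 array, so the shared part could also follow passage.

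The fall was concentrated in miRNAs with high name numbers, which were in general named later. Of the 208 tested miRNAs with a number above 1000, 61.5% were among the 166, against 17.4% of the others. A difference in signal level could produce this, but when the miRNAs were split into 3 groups of equal size by mean signal, the share was higher for numbers above 1000 by at least 29.0 percentage points in each. The median changes of the later-named miRNAs were -0.05, -2.01 and -1.65 in the 3 experiments, and those of the others 0.47, 0.45 and 0.09. Why the name number matters was not tested further. Examples chosen after their values were seen are miR-4465, at -0.31, -4.12 and -3.61, and miR-642a-3p, a low-numbered one, at -0.23, -4.08 and -3.59.

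The counts from the deposited table also deserve a second look. Taking the 2-fold minimum alone, 43 miRNAs were higher and 301 lower, and the methods' t-test with Storey's q called all of them. These counts equal the ones quoted from the study above. Yet 10 of the 43 and 28 of the 301 had an unadjusted p under 0.05, the median p of the 344 was 0.154, and Benjamini-Hochberg adjustment left 0. The q-values were small because the estimated share of unchanged miRNAs was 0.0235. Of the 2549 miRNAs, 1935 were detected on no array. In the deposited table their placeholder changed by -0.27, 0.69 and 0.05 in the 3 experiments, which gave all 1935 the same p of 0.636. In all, 1939 miRNAs had this p and 52 had a larger one. These ties are not the whole cause, because 335 miRNAs were still called without the never detected ones, at an estimated unchanged share of 0.0977. A candidate explanation is that the share was taken from a handful of p-values, 6 at or above 0.9. Taken from the p-values of 0.5 and above, it was 1 over all miRNAs and 0.28 over those detected on at least 1 array, and 0 miRNAs were called in either case. On the main values of the 426 tested miRNAs, though, the same estimate left 20 higher and 163 lower, while over all 2549 the estimated unchanged share was 1 and 0 were called. That share of 1 was set in advance, because 1976 of the 2549 had no change in any pair. The original q-value program was not used here, and its estimate may differ from this one. Of the 301 lower miRNAs, 179 changed by less than 0.5 on the log2 scale in experiment 1.

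Splits of the 6 arrays bear on how far chance can be excluded, and the counts of splits in this paragraph include the real one. With 10 splits of 3 against 3, chance can never be excluded at 0.05. At an unadjusted p under 0.05 and 2-fold with no block, 2 of the 10 splits, the real one with 76 among them, gave at least 76 miRNAs. The other, with 161, sets both arrays of slide 1 and the substate 1 array of experiment 2 against the rest, so it partly follows the slide. With the slide as block, 20 miRNAs were higher and 146 lower at that threshold. With the block, only the real one, 1 of the 4 splits that part all pairs, gave as many as 102. For the methods' t-test on the deposited table, only the real one, 1 of these 4 splits, gave as many as 344, while the split that exchanges the arrays of experiment 1 gave 270 calls. For the mean changes of the lists, 1 of 10 splits, the real one, was as large for C19MC, miR-371 to miR-373, the miR-17 and miR-92 clusters, the miR-200 family and the 12 neuron-related miRNAs. It was 2 of 10 for miR-302 with miR-367 and for the 14q32 cluster, 3 of 10 for the let-7 family and 7 of 10 for the neural list not taken from the study. The 12 neuron-related miRNAs were chosen partly on these arrays, so their split count is not independent evidence.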
